# Sulforaphane alleviates hepatocyte pyroptosis via activating Nrf2-HO-1 signaling during septic acute liver injury

**DOI:** 10.3389/fphar.2025.1690067

**Published:** 2025-10-16

**Authors:** Shiying Xie, Min Liu, Lei Chen, Yincai Xie, Li Liu, Weina Chen, Huanwen Huang

**Keywords:** acute liver injury, lipopolysaccharide, sulforaphane, pyroptosis, Nrf2

## Abstract

**Objective:**

Acute liver injury (ALI) caused by sepsis is a fatal disease with a high mortality rate and poor prognosis. Sulforaphane (SFN) is a natural isothiocyanate that has robust antioxidant and anti-inflammatory properties. The aim of this study was to identify the pharmacological effects and therapeutic mechanisms of SFN in lipopolysaccharide (LPS)-induced ALI.

**Methods:**

The role of SFN in ALI was investigated using a mouse model of LPS-induced ALI. Briefly, eighteen mice were divided into three groups: control, LPS, and LPS + SFN, which were intraperitoneally injected for 2 days before LPS treatment. 24 h after the LPS injection, blood and liver tissues were collected for further analysis.

**Results:**

The hematoxylin and eosin (HE) staining showed a lot of visible necrosis areas, inflammatory cell infiltration, and congestion in liver. Meanwhile, Ly6G and F4/80 staining showed increased infiltration of neutrophils and macrophages in liver, these results indicated that LPS induced sever ALI. As inflammatory response plays a vital role in the pathogenesis of LPS-induced ALI, we detected the occurrence of pyroptosis in liver by ribonucleic acid (RNA) sequencing. The results showed that pyroptosis was significantly promoted by LPS, as indicated by gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analyses, revealing the activation of pyroptosis, interleukin (IL)-1 production, IL-18 production, and inflammatory signaling pathways. Then, we explored the effect of SFN on LPS-induced ALI. The results showed that SFN obviously reduced LPS-induced plasma alanine aminotransferase and aspartate aminotransferase level, pathological injuries and TdT-mediated dUTP nick-end labeling (TUNEL) positive cells, indicating protective effect of SFN on ALI. Furthermore, SFN also showed robust effect on LPS-induced inflammatory response in liver, as reflected by suppressing the infiltration of neutrophils and macrophages, and downregulating mRNA levels of C-X-C motif chemokine ligand 9, IL-6, monocyte chemoattractant protein-1, and tumor necrosis factor-α in liver of LPS treated mice. Furthermore, SFN blocked hepatocyte pyroptosis, and suppressed plasma IL-1β and IL-18 levels of LPS treated mice. Mechanistically, SFN selectively activated nuclear factor erythroid 2-related factor 2 (Nrf2)/heme oxygenase-1 (HO-1) signaling to mediate pyroptotic cell death. SFN also reversed the inhibited superoxide dismutase activity and induced malondialdehyde content in liver of LPS exposed mice.

**Conclusion:**

SFN ameliorated liver injury and inflammation during LPS-induced ALI by suppressing hepatocyte pyroptosis via the activation of Nrf2/HO-1 signaling. This study provides new evidence for the potential treatment of ALI with SFN.

## 1 Introduction

Sepsis, characterized by life-threatening organ dysfunction, is a leading cause of death in the intensive care units (Cecconi et al., 2018). Multiple organs are affected during sepsis, and the liver is one of the most commonly affected organs by pro-inflammatory factors, which leads to poor clinical outcomes (Lelubre and Vincent, 2018; Zhang et al., 2022). However, therapeutic strategies to efficiently attenuate sepsis-induced acute liver injury (ALI) are still lacking, implying that a more comprehensive understanding of sepsis-induced liver injury pathogenesis is required.

Pyroptosis, a gasdermin-mediated programmed cell death, is triggered by inflammasome-regulated autoproteolysis of caspases and is characterized by cell swelling, perforation, lysis, and release of cell contents (Yu et al., 2021). Activated inflammasomes initiate cleavage of caspases, which then regulate the maturation of gasdermin, interleukin (IL)-1β and IL-18 precursors (Yu et al., 2021; Shi et al., 2017). Subsequently, the cell membrane is disrupted by the pores formed by the N-terminus of gasdermins, cytokines such as IL-1β and IL-18, and molecules such as high mobility group box 1 and adenosine triphosphate, are released, triggering an innate immune response (Yu et al., 2021; Shi et al., 2017). During the process of pyroptosis, Gasdermin D (GSDMD) plays a central role as the key effector molecule. GSDMD contains a 31 kDa N-terminus (GSDMD-N) and a 22 kDa C-terminus (GSDMD-C) which is connected by a peptide linker (Shi et al., 2017). Once activated, the linker is cleaved to separate GSDMD-N from GSDMD-C. GSDMD-N forms a transmembrane pore that releases cytokines, and also disturbs the regulation of ions and water, eventually resulting in pyroptosis (Shi et al., 2017). Although pyroptosis is essential for pathogen defence, excessive pyroptosis may contribute to chronic inflammation and inflammatory diseases (Wei et al., 2023; Chen X. et al., 2023; Xie et al., 2024a). Recent studies have reported the prominent role of pyroptosis in ALI, including blocking hepatocyte pyroptosis, which significantly relieves ischemia-induced ALI (Kadono et al., 2022; Chen R. X. et al., 2023).

Oxidative stress is the leading cause of pyroptotic cell death (Miao et al., 2023; Wang et al., 2024). Nrf2 (nuclear factor-erythropoietin 2-related factor 2), a basic leucine zipper redox-sensitive transcription factor, is a major regulator of cytoprotective genes with antioxidant and anti-inflammatory properties (Cuadrado et al., 2019). Under static conditions, Nrf2 interacts with Kelch-like ECH-associated protein 1 (Keap1) and is inactive in the cytoplasm (Cuadrado et al., 2019). Upon exposure to oxidative stress, Nrf2 is released from Keap1 and translocates to the nucleus to activate its downstream genes to defend against oxidative stress and inflammation (O’Rourke et al., 2024; Wei et al., 2021). Among these genes, heme oxygenase-1 (HO-1) emerges as a vital target protein of Nrf2 and functions as a rate-limiting enzyme that degrades heme into carbon monoxide, free iron and biliverdin (Wang et al., 2023). Studies have shown that the activation of Nrf2 and induction of HO-1 can block hepatocyte pyroptosis in nonalcoholic fatty liver disease, indicating that interventions targeting Nrf2 and HO-1 may alleviate hepatocyte pyroptosis (Liu et al., 2024). Furthermore, Nrf2 is a critical target in alleviating ALI, previous studies have demonstrated that Nrf2 activators, such as artemisitene and dimethyl fumarate, could obviously ameliorate septic ALI (Giustina et al., 2018; Zhao et al., 2023). While Nrf2 knockout significantly aggravated septic ALI (Xie et al., 2023). However, identification of molecular targets that effectively inhibit pyroptosis and block lipopolysaccharide (LPS)-induced ALI pathogenesis remains elusive.

Sulforaphane (SFN), a natural isothiocyanate compound found in cruciferous vegetables with robust antioxidant and anti-inflammatory properties, is the most potent natural inducer of Nrf2 (Ma et al., 2023; Russo et al., 2018). The potent therapeutic effects of SFN on diseases and its low cytotoxicity have been extensively proved (Ma et al., 2023; Russo et al., 2018). Especially, compared to synthesized Nrf2 agonists, SFN activates Nfrf2 via inhibiting Keap1 which is indirect and saturable, but not binding or modifying the specific cysteine residue on Keap1 which may cause constant hyperactivation of Nrf2 (Cuadrado et al., 2019; Kensler et al., 2007). SFN has been shown to have promising therapeutic effects in a variety of acute and chronic inflammatory diseases, for example, SFN alleviated exhaustive exercise-induced skeletal muscle inflammation via Nrf2/HO-1 signaling (Ma et al., 2023; Ruhee et al., 2025). However, the functional role and potential regulatory mechanism of SFN in LPS-induced ALI remains to be investigated.

While the protective role of the Nrf2/HO-1 pathway in LPS-induced ALI and the detrimental role of pyroptosis have been individually established, the direct link between them remains further exploration. Our findings firstly demonstrate that SFN alleviates LPS-induced ALI predominantly by suppressing hepatocyte pyroptosis via activation of the Nrf2/HO-1 pathway. We applied SFN to LPS-induced ALI focusing on pyroptosis and also provided a theoretical framework for treating LPS-induced ALI with SFN.

## 2 Materials and methods

### 2.1 Mice and treatments

Male C57BL/6J mice (n = 18, 8 weeks old) were purchased from Gempharmatech (Nanjing, China) and maintained in a temperature-controlled room under a 12:12-h light–dark cycle for 2 weeks, with free access to tap water and standard mouse chow. Male C57BL/6J mice were chosen due to their well-characterized response to septic acute liver injury and to avoid potential variance introduced by the female estrous cycle (Shendge et al., 2024; Liu et al., 2020; Clayton and Collins, 2014; Martino et al., 2025). A group size of n = 6 was chosen based on power analysis to detect a significant effect size observed in prior similar studies (Hu et al., 2025; Li et al., 2025). Intraperitoneal injection of LPS was used to induce ALI, as it is a well-established and reproducible model that recapitulates the acute hyper-inflammatory phase of sepsis-induced acute liver injury (Shendge et al., 2024; Liu et al., 2020). And then, the mice were randomly divided into three groups (*n* = 6 per group): Control, LPS (cat# L2630, Sigma, Saint Louis, United States) and LPS + SFN (cat# HY-13755, MCE, Shanghai, China). Mice were intraperitoneally administered SFN (10 mg/kg/day) for 2 days before LPS (10 mg/kg) treatment. All animals were sacrificed 24 h after LPS injection, and samples were collected. This animal study was approved by the Ethics Committee for Animal Experimentation at the Fifth Affiliated Hospital of Zunyi Medical University, and all animal procedures were performed in accordance with the Guide for Care and Use of Laboratory Animals. This study was approved by the Ethics Committee of the Zunyi Medical University (protocol code: ZMU21-2407-014).

### 2.2 Plasma ALT and AST measurement

Plasma alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were measured using commercial diagnostic kits (cat# C009-2-1 and cat# C010-2-1, Nanjing Jiancheng Bioengineering Institute) according to the manufacturer’s instructions. The absorbance was measured using a microplate reader (EnVision, PerkinElmer, Waltham, MA, United States).

### 2.3 Western blotting

Western blotting was performed as previously described (Xie et al., 2024b). Briefly, liver tissues were lysed and sonicated in RIPA lysis buffer (cat# BL504A, Biosharp, Hefei, China) containing proteinase and phosphatase inhibitors on ice. Protein concentration was quantified using BCA reagent (cat# P0010, Beyotime, Shanghai, China). Equivalent amounts of protein samples were used for the Western blot analysis. The Primary antibodies used were anti-GSDMD-N, 1:1,000 (cat# ab215203, Abcam, Cambridge, United Kingdom), anti- Nrf2, 1:1,000 (cat# sc-722, Santa Cruz Biotechnology, Dallas, United States), and anti-HO-1, 1:1,000 (cat# 10701-1-AP, Proteintech, Wuhan, China).

### 2.4 MDA and SOD enzyme activity measurement

The malondialdehyde (MDA) concentration in liver tissues was assessed using an assay kit purchased from Nanjing Jiancheng Bioengineering Institute (cat# A003-2-2, Nanjing, China) according to the manufacturer’s instructions. Superoxide dismutase (SOD) enzymatic activity in liver tissues was assayed using a SOD Assay Kit with WST-8 (cat# S0103, Beyotime Company, Shanghai, China) following the manufacturer’s instructions. The absorbance was measured using a microplate reader (EnVision, PerkinElmer, Waltham, MA, United States).

### 2.5 TUNEL staining

To detect TdT-mediated dUTP nick-end labeling (TUNEL)-positive cells in the liver sections, the TUNEL BrightGreen kit was used according to the manufacturer’s instructions (cat# A112-03, Vazyme, Nanjing, China). Green fluorescence-labeled cells were captured using a fluorescence microscope (Leica, Wetzlar, Germany). The immunofluorescence slides were viewed by a blinded investigator using a microscope at 40x magnification (Leica, Wetzlar, Germany). Five unique and representative fields from each sample were selected for further analysis. The average results from each sample were applied for further comparison of different treatments to avoid selection bias. No overlap of chosen fields was allowed during imaging, and those areas with deformations or holes were also excluded during imaging.

### 2.6 Quantitative real-time-PCR

Total RNA was purified from the cells using TRIzol reagent (cat# 15596026CN, Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. Reverse transcription was performed using the PrimeScript™ RT Master Mix (cat # RR036A, Takara, Kyoto, Japan). Quantitative real-time PCR was performed using SYBR Green qPCR Master Mix (cat. # HY-K0501A; MCE, Shanghai, China) on a StepOnePlus Real-Time PCR System (Applied Biosystems, Waltham, MA, United States). The expression levels of target genes were normalized to β-actin. The primers used in this paper were obtained from OriGene.

### 2.7 RNA-seq analysis

Total RNA was extracted from the liver using TRIzol reagent (cat# 15596026CN, Invitrogen, Carlsbad, United States) and quantified using a NanoDrop Microvolume Spectrophotometer (Thermo Fisher Scientific, Waltham, United States). 1 μg of total RNA was used to construct RNA-sequencing (RNA-seq) libraries. RNA-seq was performed using the MGISEQ2000 platform (BGI Genomics), which generated clean reads. Each RNA-seq read was mapped to the mouse genome using Cutadapt (v1.9.1) with default values for the parameters. The mappable reads were assembled using HISAT2 (v2.2.1) with the default parameters. FPKM (fragments per kilobase per million mapped reads) values were called using Cufflinks.

### 2.8 Bioinformatics analysis

Differential gene expression analysis of RNA-seq data was performed using the DESeq2 package (version 1.48.1). Gene set enrichment analysis (GSEA) was done with the ClusterProfiler package (version 4.14.6) and visualized using the ggplot2 package (version 3.5.2) and enrichplot package (version 1.26.6). Pyroptosis-related gene signatures were obtained from the Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb/).

### 2.9 Histological analysis

The liver tissues were fixed overnight in 4% paraformaldehyde, dehydrated in a graded series of ethanol solutions, and embedded in paraffin. For histopathological analysis, 3 μm sections were stained with hematoxylin and eosin (HE) using standard procedures. Bright-field images were randomly captured by a blinded investigator using a microscope at 20x magnification (Leica, Wetzlar, Germany).

### 2.10 Immunohistochemistry

Immunohistochemistry (IHC) was performed as previously described (Xie et al., 2024a). Briefly, paraffin-embedded liver sections were prepared in a routine procedure, and then incubated with primary antibodies at 4 °C overnight, followed by incubation with biotinylated secondary antibodies for 1 h at room temperature, followed by incubation with streptavidin-biotin complex for another 1 h (Cat#BA1088, Boster, Wuhan, China). The primary antibody dilutions used were as follows, F4/80, 1:1,000 (Cat#70076S, Cell Signaling Technology, Boston, MA, United States) and Ly6G, 1:500 (Cat#ab238132, Abcam, Cambridge, United Kingdom). DAB was used to visualize antibody labeling, and hematoxylin was used to counterstain the slices. Bright-field images were randomly captured by a blinded investigator using a microscope at 40x magnification (Leica, Wetzlar, Germany). Five unique and representative fields from each sample were selected for further analysis. The average results from each sample were applied for further comparison of different treatments to avoid selection bias. No overlap of chosen fields was allowed during imaging, and those areas with deformations or holes were also excluded during imaging.

### 2.11 IL-1β and IL-18 ELISA

The concentrations of plasma interleukin (IL)-1β or IL-18 in mice were determined using an IL-1β mouse ELISA kit (Cat# SEA563Mu, Cloud-Clone Corporation, Wuhan, China) or IL-18 mouse ELISA kit (Cat# SEA064Mu, Cloud-Clone Corporation, Wuhan, China) according to the manufacturer’s protocols. The absorbance was measured using a microplate reader (EnVision, PerkinElmer, Waltham, MA, United States).

### 2.12 Statistical analysis

All quantitative data are presented as mean ± SEM. One-way ANOVA was used for comparisons including more than two groups, and Tukey’s *post hoc* test was used to estimate the significance between two groups once significant differences were found. Differences were considered statistically significant at P < 0.05. All statistical analyses were performed using the GraphPad Prism software V8.4.3. Data were first tested for normality using the Shapiro-Wilk test and for homogeneity of variances using Brown-Forsythe test. After confirming that the data met the assumptions of normality and equal variance, one-way analysis of variance (ANOVA) was conducted to determine overall significance, followed by Tukey’s *post hoc* test for multiple comparisons. A p-value of less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 Liver injury and pyroptosis is activated by LPS

To set up the animal model of septic acute liver injury (ALI), lipopolysaccharide (LPS) was used. And the hematoxylin and eosin (HE) analysis showed that liver was significantly injured by LPS treatment (Figure 1A). Meanwhile, neutrophils and macrophages obviously infiltrated the liver in LPS treated mice (Figure 1A), indicating the aggravated inflammatory response. Pyroptosis is a type of programmed cell death closely associated with inflammatory responses. 

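The sequenced liver samples came from 4 control mice and 3 LPS-treated mice, of the 6 mice that the paper kept in each group. The mice were male C57BL/6J animals, an inbred laboratory strain, and the LPS group was killed 24 h after an intraperitoneal injection of LPS at 10 mg/kg. Libraries were made from polyadenylated RNA, kept the strand of the transcript and were read on the MGISEQ2000 platform. The paper names Cutadapt and HISAT2 for the reads, and the authors deposited the number of reads counted on each of 56691 genes, without normalization. The paper's text also names FPKM values from Cufflinks, which were not used here, and it does not name the genome build, the gene annotation or the program that counted the reads. The counts summed to 14991022, 15096573, 15721944 and 18584140 in control replicates 1 to 4, and to 20500391, 17095607 and 17821331 in LPS replicates 1 to 3. At this depth 3 counts, taken as the smallest detectable amount, correspond to at least 0.146 CPM (counts scaled to a common library size) in the deepest library. Mitochondrial genes took between 7.48% and 23.7% of the counts in control mice and between 3.83% and 6.45% in LPS-treated mice. A set of 8 acute phase genes took between 0.674% and 0.966% of the counts in control mice and between 9.88% and 12.2% in LPS-treated mice, so the counts were scaled between samples with edgeR's TMM factors, which assume that most genes do not change. Genes with too few counts were removed with edgeR's filterByExpr, which left 13683 genes, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. As a check of the labels, haptoglobin (Hp), an acute phase gene, had 27527.7 ± 4302.2 CPM (SD, n = 3) in LPS-treated mice and 2669.4 ± 568.2 CPM (SD, n = 4) in control mice, and no LPS-treated mouse overlapped a control mouse. The replicates of a group were also compared with each other. LPS replicates 2 and 3 were closer than any other pair of the same group: over the 1729 genes with more than 2000 counts in both together, the SD of their log2 ratio was 0.10, against 0.29 to 0.58 in the other 8 pairs. Their variance was 3.78 times the counting noise for genes with 20 to 200 counts, more than the same library deposited as 2 samples would give, but this does not show that they came from 2 mice. They were kept as separate samples, as the authors label them, and the n of 3 and the p-values rest on that label. With both summed into 1 sample, the smallest exact permutation p is 0.0667.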

Ribonucleic acid (RNA) sequencing was performed to explore the correlation between pyroptosis and LPS-induced ALI. Differential gene expression analysis is shown as a volcano plot (Figure 1B). 

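Of the genes tested, 1068 were higher and 1000 were lower in the liver of LPS-treated mice at an adjusted p-value below 0.05 and an absolute log2 fold change above 1. The setting that moved these numbers most was the fold change threshold: without it, 1825 genes were higher and 1773 were lower. With DESeq2, the tool named in the paper, 1180 genes were higher and 1157 were lower, and 1052 and 977 of the genes above were among them. The largest rises among genes with a mean of at least 10 CPM and no overlap between the groups were in Reg3b, Reg3g, Lcn2, Saa3 and Saa2. Reg3b (ENSMUSG00000071356), which encodes a secreted antimicrobial lectin, rose from 0.208 ± 0.051 CPM (SD, n = 4) to 548 ± 117 CPM (SD, n = 3), a log2 fold change of 11.31 (SE 0.27, adjusted p = 1.35e-10 from edgeR's quasi-likelihood test). With DESeq2 the SE was larger, at 0.43. Reg3b had only 2, 4, 4 and 4 counts in control replicates 1 to 4, near the smallest detectable amount, so the size of its rise is uncertain. Reg3g, its neighbour in the same gene family, had at most 3 counts in every control mouse and was at least 938-fold higher in LPS-treated mice. The log2 fold changes of Lcn2, Saa3 and Saa2 were 9.73, 9.64 and 9.15. The largest falls were in Car3, Inmt, Cyp2c69, Hsd3b5 and Hamp2. Car3 (ENSMUSG00000027559), which encodes carbonic anhydrase 3, fell from 4424 ± 373 CPM (SD, n = 4) to 7.41 ± 3.67 CPM (SD, n = 3), a log2 fold change of -9.21 (SE 0.39, adjusted p = 9.89e-09 from the same test). The log2 fold changes of Inmt, Cyp2c69, Hsd3b5 and Hamp2 were -8.75, -7.84, -7.82 and -6.45. Saa2, Cyp2c69, Hsd3b5 and Hamp2 have close paralogs, and the paper's text does not say how reads that fit several genes were counted, so the split of reads within these families is uncertain. With each mouse left out in turn, the log2 fold change stayed between 11.19 and 11.48 for Reg3b and between -9.67 and -8.93 for Car3. The range was -8.91 to -8.65 for Inmt, -9.99 to -7.34 for Cyp2c69, -8.42 to -7.47 for Hsd3b5 and -6.93 to -6.04 for Hamp2. Cyp2c69 had 8, 1 and 0 counts in LPS replicates 1, 2 and 3, and its -9.99 came from the fit without LPS replicate 1.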

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed that the TNF, NF-kappa B, Toll-like receptor, and NOD-like receptor signaling pathways were significantly activated (Figure 1C). Furthermore, Gene Ontology (GO) enrichment analysis showed that the genes upregulated under LPS stimulation were associated with pyroptosis, interleukin (IL)-1 production, IL-18 production, and the NOD-like receptor signaling pathway (Figures 1D–G). These results suggest the activation of hepatocyte pyroptosis in LPS-exposed mice.

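The genes of each pathway were taken from a list written by hand, and the databases' own gene sets were not used here. All tested genes were ranked by log2 fold change and each list was scored with preranked gene set enrichment in fgsea, whose adjusted p-value comes from a gene permutation over the 7 lists of this experiment. The TNF list, with 97 genes tested, had a normalized enrichment score of 2.13 (adjusted p = 3.07e-07, gene permutation), and 24 of its genes were higher and 2 lower past both thresholds. The NF-kappa B list, with 81 genes tested, had a score of 2.25 (adjusted p = 2.86e-08, gene permutation), with 25 genes higher and 2 lower. The Toll-like receptor list, with 76 genes tested, had a score of 2.11 (adjusted p = 7.02e-07, gene permutation), with 21 genes higher and 1 lower. The NOD-like receptor list, with 143 genes tested, had a score of 2.05 (adjusted p = 3.25e-07, gene permutation), with 31 genes higher and 5 lower. Such a p-value does not use the spread between mice, so the mean log2 CPM of each list was also compared mouse by mouse. For the TNF list it was 3.63 ± 0.10 (SD, n = 3) in LPS-treated mice and 2.91 ± 0.03 (SD, n = 4) in control mice, and for the NF-kappa B list 3.57 ± 0.09 and 2.64 ± 0.07. For the Toll-like receptor list it was 3.87 ± 0.09 and 3.09 ± 0.07, and for the NOD-like receptor list 3.92 ± 0.16 and 3.35 ± 0.07. In each of these lists, every LPS-treated mouse was above every control mouse (exact permutation test, two-sided, p = 0.0286, also after adjustment over the 7 lists, the smallest p that 4 mice against 3 allow). Other choices of members lowered the scores. The nearest Reactome sets were much smaller, with 9 genes tested for TNF signaling and 16 for TRAF6-mediated NF-kappa B activation. With these sets the score was 1.61 for TNF and 1.41 for NF-kappa B (adjusted p = 0.0552 and 0.0977, gene permutation). With only members found in no other list it was 1.54 for the Toll-like receptor and 1.33 for the NOD-like receptor list (adjusted p = 0.0522 and 0.0805, gene permutation). The other results of these 2 alternatives stayed below 0.05: 1.93 and 1.58 for the Toll-like and NOD-like receptor lists with Reactome (adjusted p = 9.62e-05 and 0.0494, gene permutation), and 1.73 and 1.87 for TNF and NF-kappa B with members found in no other list (adjusted p = 0.0115 and 0.00282, gene permutation). CAMERA of limma, which allows for the correlation between genes of a list, gave an adjusted p of 0.0506 for each of the 4 lists. With it, none of them passed 0.05. A normalized enrichment score at least as large in size was found in 4, 6, 5 and 6 of the 35 splits of the 7 samples for the TNF, NF-kappa B, Toll-like receptor and NOD-like receptor lists, the real split included, and in 0, 1, 0 and 0 of the 18 splits with 1 LPS-treated mouse in the group of 3, which hold the least of the LPS contrast. Among the members, Cxcl1 had a log2 fold change of 5.96 (SE 0.35, adjusted p = 1.17e-07 from edgeR's quasi-likelihood test), Cd14 of 5.66 and Irf7 of 1.92. Tnf itself had at most 3 counts in each control mouse and was at least 11.3-fold higher in LPS-treated mice, with 83, 21 and 16 counts in LPS replicates 1, 2 and 3. Traf5 and Irf5 were lower, with log2 fold changes of -1.13 and -1.27.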

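The lists for pyroptosis, IL-1 production and IL-18 production were also written by hand and scored in the same way. The pyroptosis list, with 36 genes tested, had a normalized enrichment score of 1.79 (adjusted p = 0.00339, gene permutation), with 10 genes higher and 0 lower past both thresholds and a median log2 fold change of 0.41. For the IL-1 production list, with 74 genes tested, the score was 2.12 (adjusted p = 9.33e-07, gene permutation), with 26 genes higher and 4 lower. For the IL-18 production list, with 11 genes tested, it was 1.77 (adjusted p = 0.00289, gene permutation), with 5 genes higher and 0 lower. In mean log2 CPM, the pyroptosis list stood at 3.48 ± 0.34 (SD, n = 3) in LPS-treated mice and 2.75 ± 0.14 (SD, n = 4) in control mice, and the IL-1 production list at 3.58 ± 0.25 and 2.60 ± 0.20. The IL-18 production list stood at 2.50 ± 0.36 and 0.97 ± 0.26. All 3 LPS-treated mice were above all 4 control mice in each list (exact permutation test, two-sided, p = 0.0286). The test that allows for correlation between genes gave adjusted p-values of 0.130, 0.1005 and 0.0854 for the pyroptosis, IL-1 production and IL-18 production lists. Scores at least as large in size were found in 19, 11 and 12 of all splits of the samples, and in 9, 2 and 5 of those with 1 LPS-treated mouse in the group of 3. When only genes with at least 10 counts in every sample were kept, the score of the IL-18 production list was 1.29 (adjusted p = 0.202, gene permutation). The lists share genes, and the IL-18 production list has 0 members that are in none of the other lists. No list marks whether a member raises or lowers the process, so a higher score does not show that more IL-1 or IL-18 was made. In the pyroptosis list, Zbp1 had a log2 fold change of 2.33 (SE 0.23, adjusted p = 1.14e-05 from edgeR's quasi-likelihood test) and Gzmb of 3.41 (SE 0.51, adjusted p = 3.25e-04). Il10, a member of both interleukin lists, was at least 28.8-fold higher in LPS-treated mice, since control mice had at most 1 count. It had 200, 58 and 45 counts in LPS replicates 1, 2 and 3, so LPS replicate 1 weighs most in this mean fold. Serpinb1a, in the IL-1 production list, was lower, with a log2 fold change of -3.12.

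**Figure D1:**
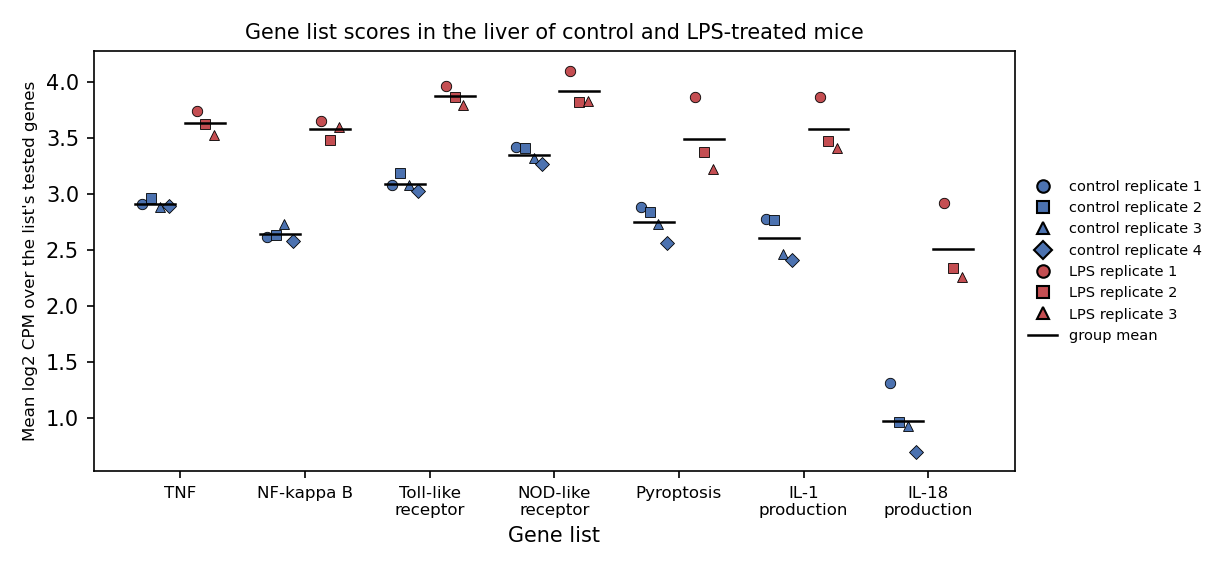
Mean log2 CPM over the tested genes of each list (y axis) for the 7 gene lists (x axis), with 1 point per mouse for 4 control mice (blue) and 3 LPS-treated mice (red), and a black line at each group's mean. In every list the LPS-treated mice lie above the control mice, and in the pyroptosis list LPS replicate 1, at 3.86, lies above LPS replicates 2 and 3, at 3.37 and 3.22.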

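Among the genes of the NLRP3 inflammasome and its products, Il1b changed most. It had 15.6 ± 4.3 CPM (SD, n = 3) in LPS-treated mice and 1.68 ± 0.56 CPM (SD, n = 4) in control mice, a log2 fold change of 3.21 (SE 0.30, adjusted p = 5.48e-06 from edgeR's quasi-likelihood test). Gsdmd, which encodes the pore-forming gasdermin D, had 41.9 ± 3.9 CPM and 23.9 ± 3.4 CPM, a log2 fold change of 0.81 (SE 0.15, adjusted p = 0.00168 from the same test). Both genes were higher in every LPS-treated mouse than in every control mouse. The sensor Nlrp3 had 2.24 ± 1.43 CPM in LPS-treated mice and 0.632 ± 0.233 CPM in control mice, a log2 fold change of 1.81 (SE 0.56, adjusted p = 0.0320). The groups overlapped, since LPS replicate 3 had 0.872 CPM (14 counts) and control replicate 4 had 0.968 CPM (20 counts). In the 7 fits that each left out 1 mouse, its adjusted p was below 0.05 in 2. The adaptor Pycard and Casp4, which encodes caspase-11, had log2 fold changes of 2.10 (SE 0.60, adjusted p = 0.0211) and 1.68 (SE 0.43, adjusted p = 0.0120), and their adjusted p was below 0.05 in 3 and 5 of those fits. Casp1 had 4.17 ± 1.67 CPM in LPS-treated mice and 2.23 ± 0.81 CPM in control mice, a log2 fold change of 0.92 (SE 0.40, adjusted p = 0.111), so the difference was not past the threshold. Il18 was not higher in LPS-treated mice: it had 9.90 ± 4.44 CPM against 16.5 ± 3.0 CPM in control mice, a log2 fold change of -0.73 (SE 0.26, adjusted p = 0.0588), and with DESeq2 the adjusted p of this fall was 0.0436. Nlrp6 and Gsdme were lower, with log2 fold changes of -0.96 (adjusted p = 0.0107 from edgeR) and -0.51 (adjusted p = 0.0404 from edgeR). For Gsdme the adjusted p was 0.0521 with DESeq2, and with edgeR it was below 0.05 in 3 of the 7 fits without 1 mouse. With LPS replicates 2 and 3 summed into 1 sample, an alternative chosen after seeing the data, the adjusted p rose to 0.0514 for Pycard, 0.0504 for Nlrp6 and 0.117 for Gsdme. Of the 35 genes in the list fixed in advance, 32 were tested, and 19 had an adjusted p below 0.05 over all genes tested and 21 over the fixed list alone. The RNA came from whole liver, so these values do not separate hepatocytes from other cells. From the enrichment of these pathways among the genes that rose, the paper proposes that pyroptosis of hepatocytes is activated in mice exposed to LPS.

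**Figure D2:**
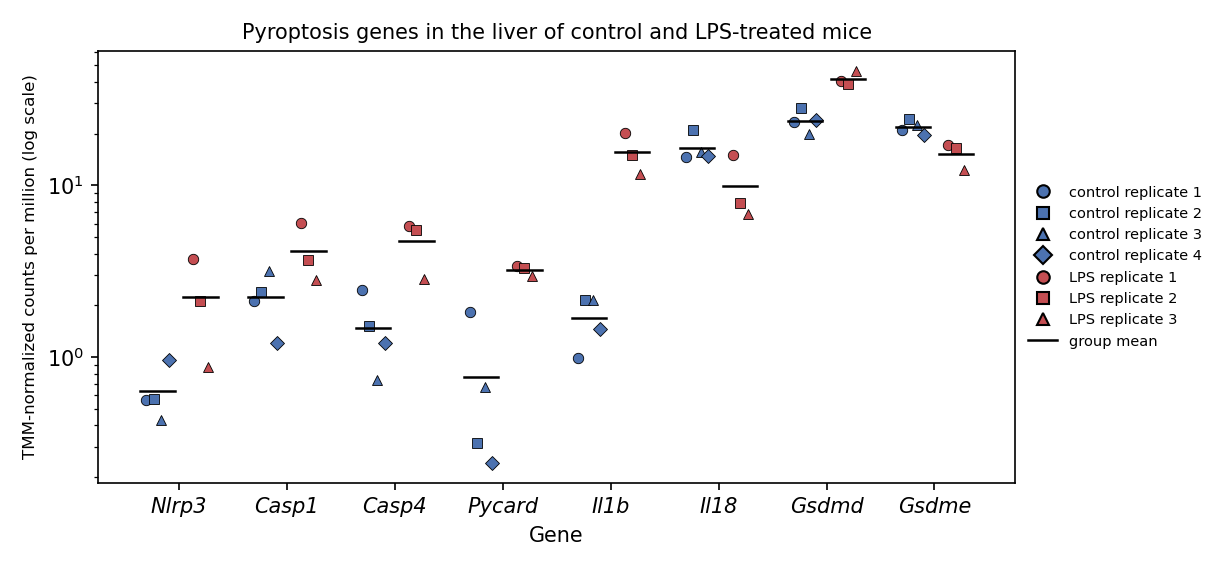
TMM-normalized CPM on a log scale (y axis) of 8 pyroptosis genes (x axis), with 1 point per mouse for 4 control mice (blue) and 3 LPS-treated mice (red), and a black line at each group's mean. Il1b lies between 11.6 and 20.1 CPM in LPS-treated mice and between 0.991 and 2.15 CPM in control mice, while Il18 lies between 6.79 and 14.98 CPM in LPS-treated mice and between 14.6 and 20.9 CPM in control mice, so its groups overlap.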

**FIGURE 1:**
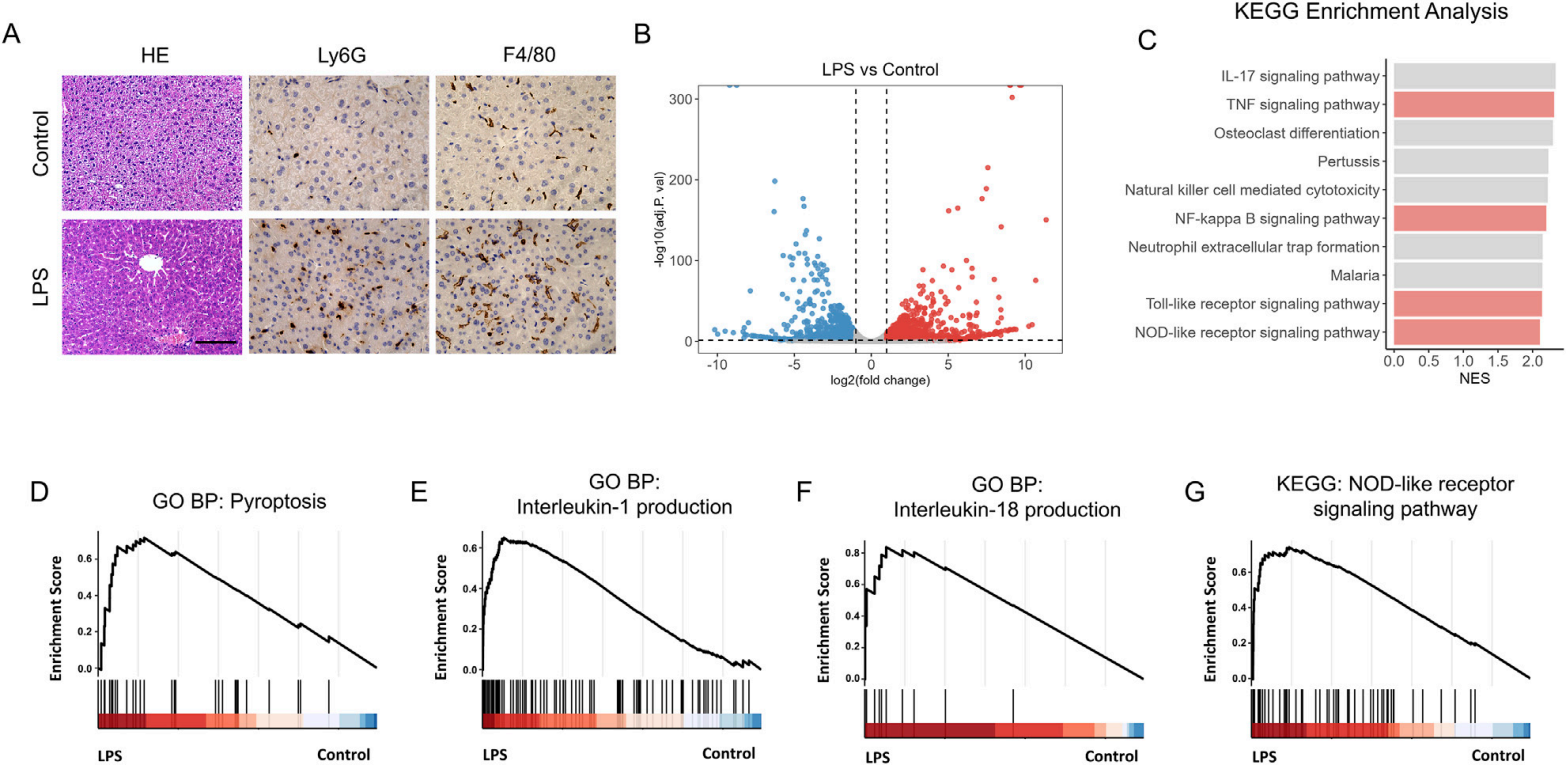
Liver injury and pyroptosis is activated by LPS. **(A)** Hematoxylin–Eosin (HE) staining of control and LPS-treated mice. Scale bar, 20 μm, 40x magnification. n = 6 per group. 5 unique and representative fields from each sample were selected for further analysis. **(B)** Volcano plot showing the differentially expressed genes in liver of control and LPS treated mice. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis reveals that several biological processes were enriched. **(D–G)** GSEA analysis of pyroptosis **(D)**, Interleukin-1 production **(E)**, Interleukin-18 production **(F)** and NOD-like receptor signaling pathway **(G)** in liver of control (n = 4) and LPS treated mice (n = 3).

### 3.2 SFN protects against LPS-induced acute liver injury

To investigate the effect of sulforaphane (SFN) on LPS-induced ALI, an LPS-induced ALI mouse model pre-treated with SFN was used. Liver tissues and blood samples were collected from mice 24 h after LPS injection (Figure 2A). Biochemical analyses showed that SFN decreased LPS-induced plasma levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) (Figures 2B,C). Meanwhile, SFN reduced pathological injuries in ALI mice, which exhibited obvious cell ballooning, degeneration, and necrosis of hepatocytes (Figure 2D). Furthermore, TdT-mediated dUTP nick-end labeling (TUNEL) staining showed that LPS exacerbated hepatocyte cell death, which was alleviated by SFN treatment (Figures 2D,E). These results suggested that SFN attenuated LPS-induced acute hepatotoxicity.

**FIGURE 2:**
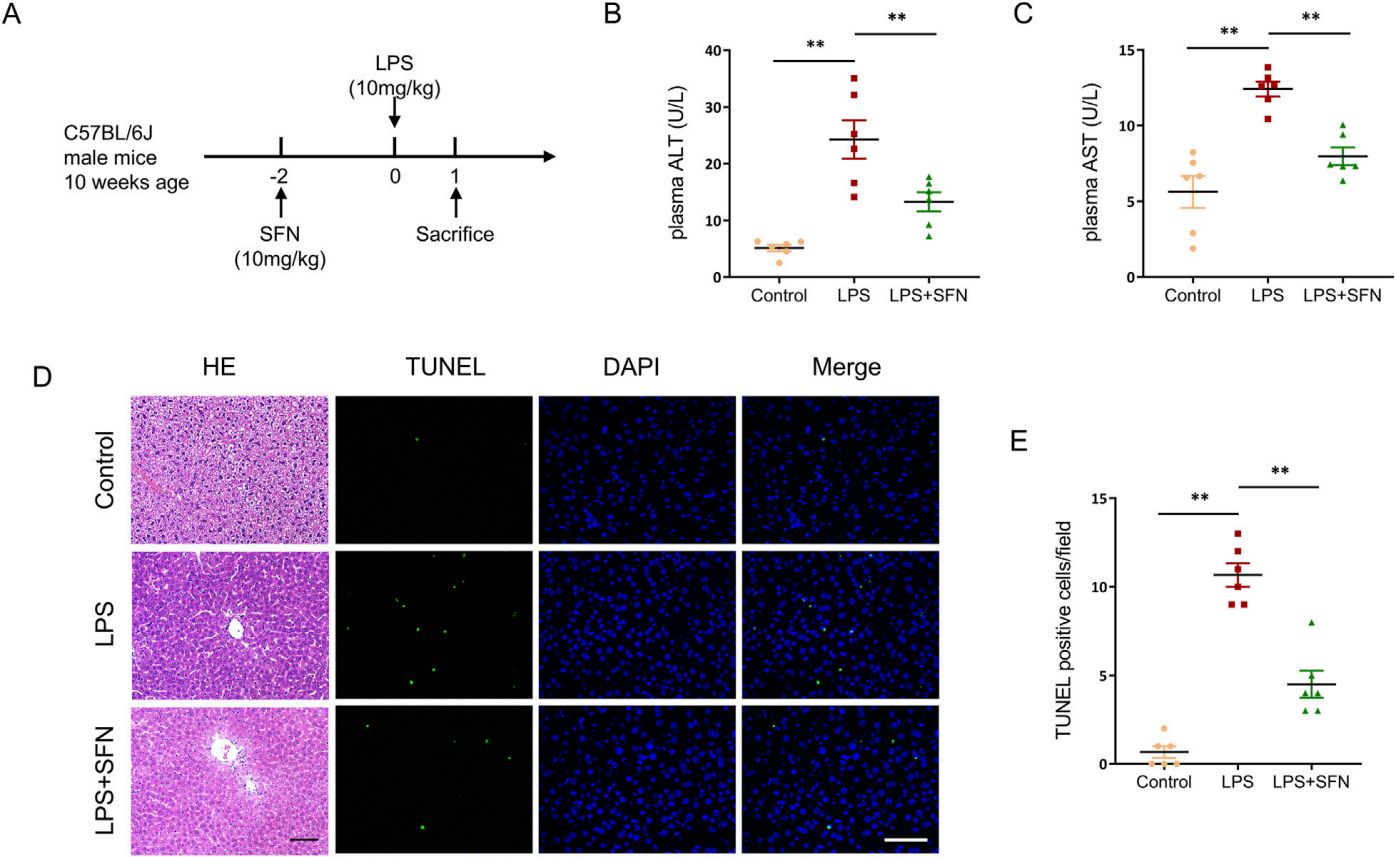
SFN protects against LPS-induced acute liver injury. **(A)** Schematic diagram of the experimental design. **(B,C)** Plasma ALT and AST detection of control and LPS-treated mice with or without SFN pretreatment. **(D,E)** Representative images of HE staining and TUNEL staining in liver tissues from different groups **(D)**, and quantitative analysis of TUNEL positive cells **(E)**. Scale bar, 10 μm, 20x magnification. Five unique and representative fields from each sample were selected for further analysis. Data are presented as mean ± SEM of biologically independent samples. *P < 0.05, **P < 0.01. n = 6 per group. One-way ANOVA was used to analyze the data among multiple groups, followed by Tukey’s *post hoc* test.

### 3.3 SFN alleviated LPS induced inflammatory response in liver

Next, we examined the effect of SFN on hepatic inflammatory response in LPS-treated mice. Immunohistochemical staining showed that SFN suppressed the hepatic inflammatory response in LPS-treated mice, as reflected by the markedly reduced infiltration of Ly6G^+^ neutrophils and F4/80^+^ macrophages (Figures 3A–C). Furthermore, compared with the LPS group, SFN significantly inhibited the mRNA levels of C-X-C motif chemokine ligand 9 (CXCL9), IL-6, monocyte chemoattractant protein-1 (MCP-1), and tumor necrosis factor-α (TNF-α) (Figures 3D–G). Collectively, these data indicate that SFN relieves hepatic inflammation in mice with sepsis.

**FIGURE 3:**
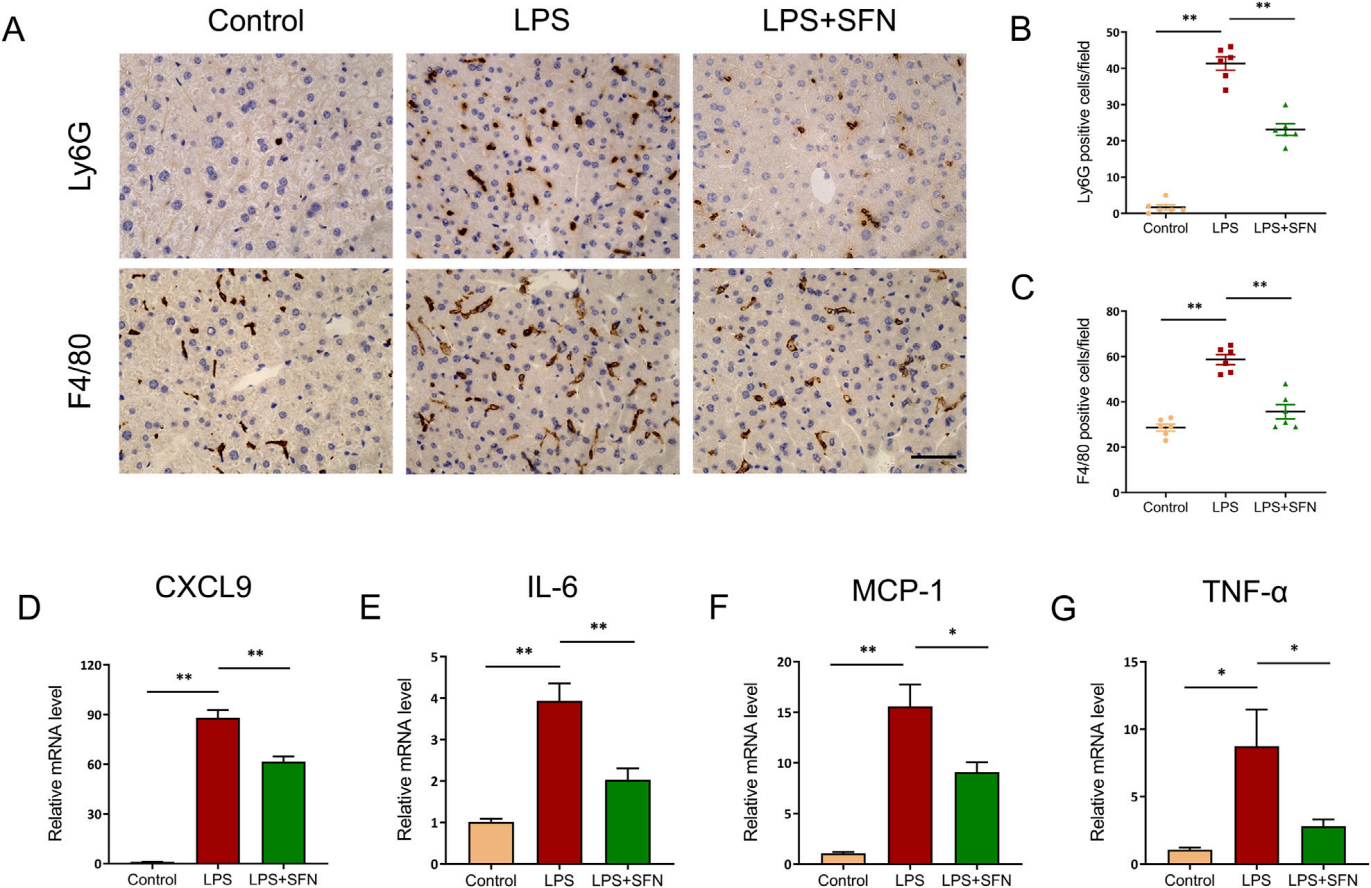
SFN alleviated LPS induced inflammatory response in liver. **(A–C)** Representative images of Ly6G and F4/80 staining of control and LPS-treated mice with or without SFN pretreatment **(A)**, and quantitative analysis **(B,C)**. Scale bar, 10 μm, 20x magnification. Five unique and representative fields from each sample were selected for further analysis. **(D–G)** mRNA expression of CXCL9, IL-6, MCP-1 and TNF-α in liver tissues from different groups. Data are presented as mean ± SEM of biologically independent samples. n = 6 per group. *P < 0.05, **P < 0.01. One-way ANOVA was used to analyze the data among multiple groups, followed by Tukey’s *post hoc* test.

### 3.4 SFN inhibited hepatocyte pyroptosis in ALI mice

Next, we explored the effects of SFN on pyroptosis in hepatocytes. RT-qPCR analysis revealed that SFN reduced the expression of pyroptosis-associated genes, including NLRP3, Caspase 1, IL-1β, and IL-18 (Figures 4A–D). A similar trend was observed in GSDMD-N abundance (Figures 4E,F). Furthermore, LPS upregulated the plasma levels of IL-1β and IL-18, which were suppressed by SFN treatment (Figures 4G,H). These results showed that SFN blocked hepatocyte pyroptosis in LPS-induced ALI.

**FIGURE 4:**
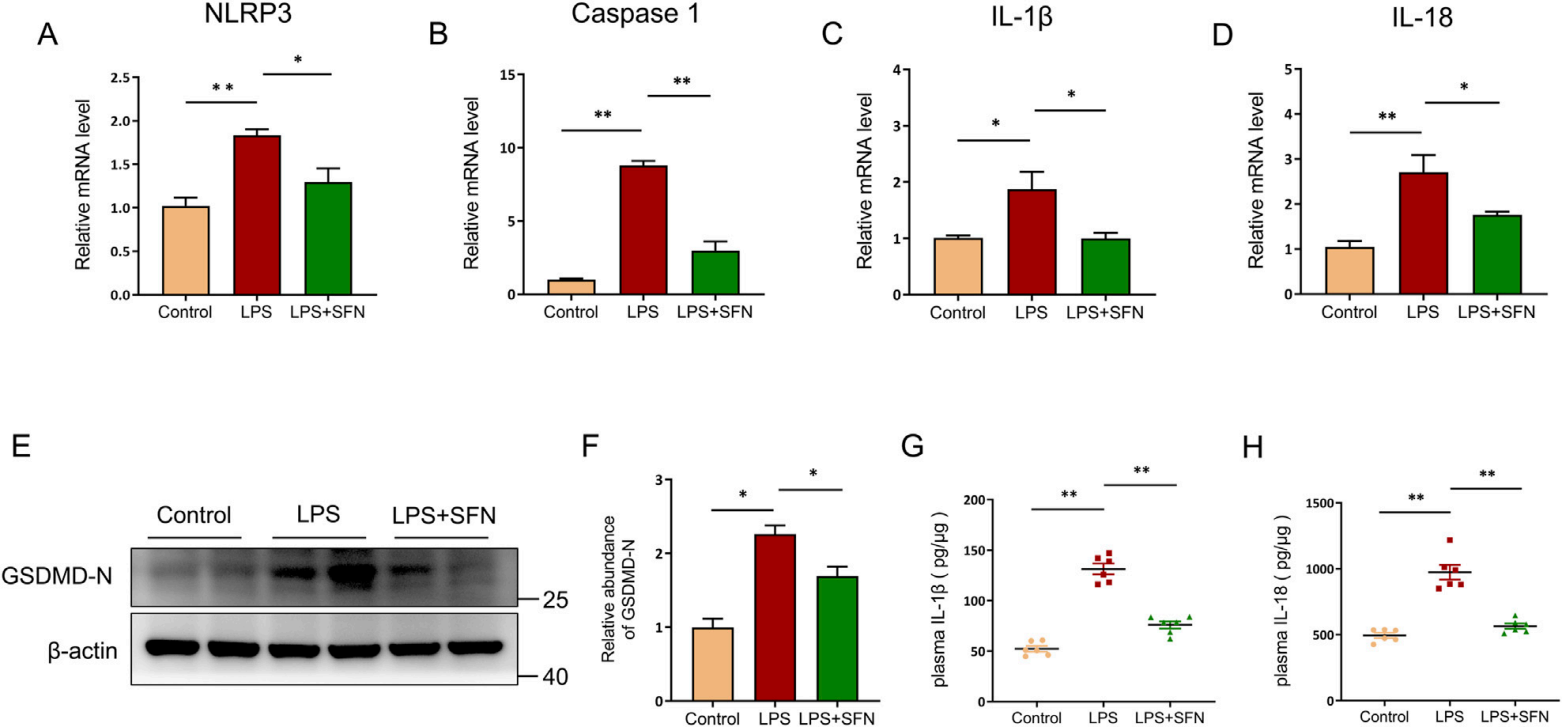
SFN inhibited hepatocyte pyroptosis in ALI mice. **(A–D)** mRNA expression of NLRP3, Caspase 1, IL-1β and IL-18 in liver tissues from control and LPS-treated mice with or without SFN pretreatment. **(E,F)** Western blot analysis of GSDMD-N in different groups of mice **(E)**, and quantitative analysis **(F)**. **(G,H)** Plasma IL-1β and IL-18 detection in different groups. Data are presented as mean ± SEM of biologically independent samples. n = 6 per group. *P < 0.05, **P < 0.01. One-way ANOVA was used to analyze the data among multiple groups, followed by Tukey’s *post hoc* test.

### 3.5 SFN activated Nrf2/HO-1 signaling pathway in liver

To explore the underlying mechanism of SFN in hepatocyte pyroptosis, nuclear factor erythroid-2-related factor 2 (Nrf2) signaling was assessed. The abundance of Nrf2 and heme oxygenase-1 (HO-1) proteins was analyzed by Western blotting. Nrf2 and HO-1 protein expression, as well as the mRNA level of *Nfe2l2* and *Hmox1*, were significantly upregulated in SFN treatment mice compared with that in the LPS group (Figures 5A–E). Furthermore, compared to the LPS-treated mice, the superoxide dismutase (SOD) activity in the liver tissues of SFN-treated mice was significantly higher, while the hepatic level of malondialdehyde (MDA) was significantly lower (Figures 5F,G). These results suggest that SFN may suppress hepatocyte pyroptosis by reducing oxidative stress via the activation of the Nrf2/HO-1 signaling pathway.

**FIGURE 5:**
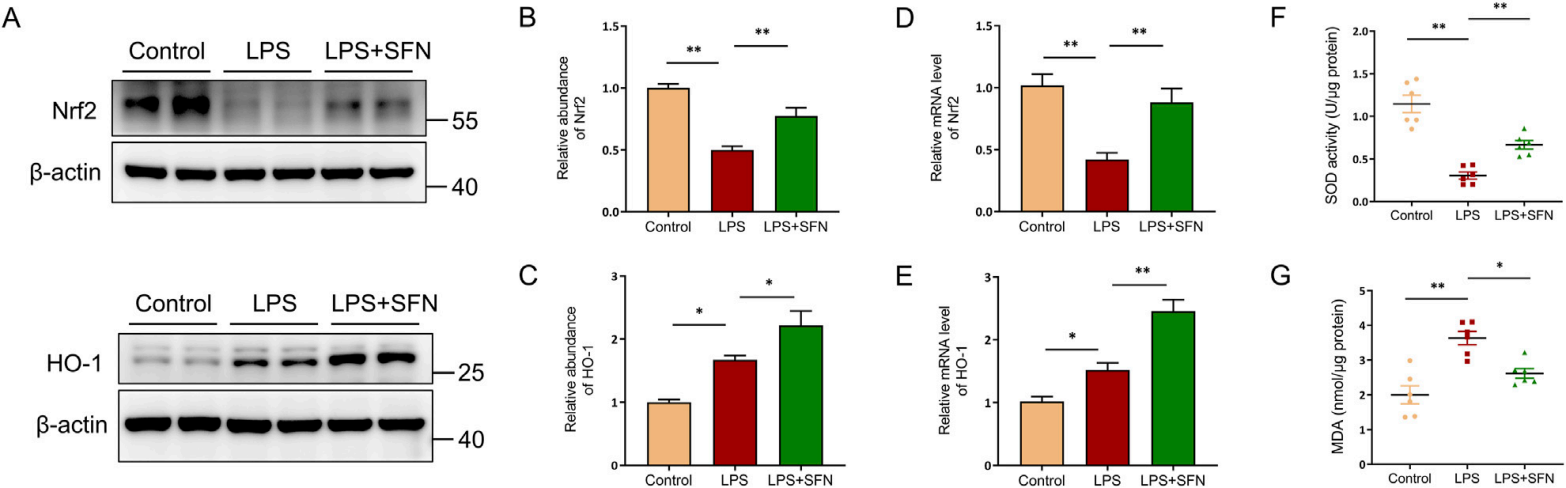
SFN activated Nrf2/HO-1 signaling pathway in liver. **(A–C)** Western blot analysis of Nrf2 and HO-1 in mice of control and LPS-treated mice with or without SFN pretreatment. **(A)**, and quantitative analysis **(B,C)**. **(D,E)** RT-qPCR analysis of Nrf2 and HO-1 in mice of control and LPS-treated mice with or without SFN pretreatment. **(F)** Measurement of SOD activity in the liver of different groups of mice. **(G)** Detection of MDA content in liver of different groups of mice. Data are presented as mean ± SEM of biologically independent samples. n = 6 per group. *P < 0.05, **P < 0.01. One-way ANOVA was used to analyze the data among multiple groups, followed by Tukey’s *post hoc* test.

## 4 Discussion

Sepsis causes ALI, a common clinical syndrome characterized by life-threatening organ dysfunction and is associated with high morbidity and mortality (Cecconi et al., 2018; Lelubre and Vincent, 2018). Progress in the development of therapeutic strategies for improving ALI outcomes and effective therapeutic strategies for the treatment of septic liver injury remain to be achieved. In the present study, we investigated the effect of SFN on the regulation of sepsis-induced acute liver injury, explored the effect of SFN on LPS-induced pyroptotic cell death, and provided evidence to mechanistically link Nrf2-HO-1 signaling with the regulation of SFN in hepatocyte pyroptosis and septic acute liver injury. Our study demonstrated that SFN ameliorated sepsis-exacerbated liver injury by reducing hepatocyte pyroptosis through Nrf2-HO-1 signaling, providing important insights into promising treatment approaches for ALI.

SFN is a natural isothiocyanate compound found in cruciferous vegetables, with robust antioxidant and anti-inflammatory characteristics (Yu et al., 2021; Shi et al., 2017; Russo et al., 2018). When compared to other well-studied phytochemicals like curcumin, SFN demonstrates superior oral bioavailability (Dinkova-Kostova and Kostov, 2012). Furthermore, unlike some synthetic Nrf2 activators that may cause constant hyperactivation of Nrf2, SFN, as a dietary compound, has an established safety profile (Cuadrado et al., 2019; Kensler et al., 2007). Its dual ability to potently activate the cytoprotective Nrf2 pathway while directly suppressing the pro-inflammatory pyroptotic cascade positions it as a uniquely attractive therapeutic agent. To explore the function of SFN in LPS-induced ALI, we pre-treated mice with SFN for 2 days before LPS injection, and the mice were sacrificed after 24 h LPS exposure. Plasma ALT and AST levels were measured to investigate the effect of SFN on ALI. The results showed that SFN significantly suppressed the upregulation of ALT and AST levels in the LPS-treated mice. Histological analysis of the liver confirmed the protective function of SFN, as reflected by smaller areas of necrosis. TUNEL staining showed that SFN reversed hepatocyte cell death, indicating that SFN ameliorated LPS-induced ALI. The overactivated inflammatory response is an important pathogenic factor in ALI; thus, we investigated the role of SFN in hepatic inflammation. Immunohistochemistry staining showed that F4/80^+^ macrophages and Ly6G^+^ neutrophils were increased in the liver of LPS-treated mice, whereas SFN decreased the infiltration of F4/80^+^ macrophages and Ly6G^+^ neutrophils. Similar trends in CXCL9, IL-6, MCP-1, and TNF-α mRNA levels were observed in the liver.

Pyroptosis is a type of programmed cell death that is closely correlated with the inflammatory response (Yu et al., 2021; Shi et al., 2017). RNA sequencing was performed to explore the effect of LPS on pyroptosis in the liver, and the results showed that hepatic pyroptotic cell death was induced in mice exposed to LPS. We explored the role of SFN in pyroptotic cell death by examining the expression of pyroptosis-related molecules. LPS-stimulated mRNA expression of NLRP3, Caspase1, IL-1β, and IL-18 was suppressed by SFN, as well as the protein abundance of GSDMD-N. SFN treatment reversed the increased plasma concentrations of IL-1β and IL-18 in LPS-exposed mice. These results indicated that SFN may inhibit LPS-induced pyroptotic cell death.

Oxidative stress is an important mechanism that contributes to cytotoxic effects when it exceeds the capacity of the cell to repair biomolecule oxidation (Sies, 2015). Excess reactive oxygen species (ROS), a leading cause of oxidative stress, is a significant factor that triggers pyroptosis by activating the NLRP3 inflammasome in response to pathological stimulus (Wang et al., 2024). Nrf2 is a major regulator of cytoprotective genes, with antioxidant and anti-inflammatory properties (Cuadrado et al., 2019). It is well established that the activation of Nrf2 provides effective protection from chronic inflammatory diseases and acute injury by upregulating downstream genes to suppress oxidative stress, such as HO-1 (O’Rourke et al., 2024; Wei et al., 2021; Wang et al., 2023). In this study, we investigated whether SFN could directly regulate Nrf2 signaling to modulate hepatocyte pyroptosis. In this study, we found that SFN blocked MDA levels in the livers of LPS-treated mice, while an adverse effect on SOD activity was observed. We verified the reduced hepatic Nrf2 expression in LPS-treated mice and demonstrated that SFN could reverse LPS-induced suppression of Nrf2. HO-1 is a vital antioxidant enzyme regulated by Nrf2 that blunts ROS generation and protects against cell death. Therefore, we explored the regulation of SFN on HO-1. As expected, SFN treatment induced HO-1 expression in liver. These data indicate that SFN specifically regulates Nrf2-HO-1 signaling in LPS-induced hepatocyte pyroptosis *in vivo*. Based on the above results, we propose that SFN ameliorates the pathological changes in ALI and uncovered a potential therapeutic strategy for LPS-induced ALI.

SFN’s therapeutic profile is distinguished from specific pyroptosis inhibitors and other hepatoprotective inhibitors by its multi-faceted mechanism. Unlike agents with narrower targets, SFN uniquely confers broad protection by concurrently inhibiting the pyroptosis executioner GSDMD and activating the antioxidant Nrf2 pathway, while also exhibiting favorable bioavailability. Furthermore, the dose of SFN (10 mg/kg/day) used in this study was selected based on its established efficacy in preclinical models of inflammation (Ran et al., 2023; Wu et al., 2016). Using the body surface area normalization method for dose translation, this murine dose equates to a human equivalent dose (HED) of approximately 0.81 mg/kg, or about 49 mg for a 60 kg adult (Reagan-Shaw et al., 2008). Notably, clinical trials have administered SFN at doses up to 300 µmol (equivalent to 54 mg) daily, indicating that our employed dose is within a pharmacologically relevant and clinically translatable range (Gasper et al., 2005; Zhang et al., 2020).

However, the present study still has several limitations. While the activation of the Nrf2-HO-1 pathway observed in this study strongly suggests it is the primary mechanism through which SFN exerts its protective effects, we acknowledge that the absence of genetic or pharmacological loss-of-function experiments represents a limitation. Future studies utilizing cell-specific -knockout models or specific inhibitors of Nrf2 and HO-1 will be essential to provide definitive proof of causality. Besides, the study lacked positive control group treated with pharmacological comparators which limited the interpretation of comparative efficacy of SFN on LPS-induced ALI. Subsequent research should include appropriate positive controls. Although LPS can induce severe liver injury within 24 h, it still has limitations to mimic clinically realistic acute liver injury caused by sepsis. To address this limitation, a sepsis model constructed with cecal ligation and puncture should be supplemented to explore the effects of SFN on liver injury in further study. Despite these limitations, our findings provide a valuable foundation for understanding the protective role of SFN and highlight the Nrf2-HO-1 pathway as a promising therapeutic target for sepsis-induced ALI.

Our preclinical study establishes that SFN ameliorates sepsis-induced organ injury by activating the Nrf2/HO-1 pathway to suppress pyroptosis, providing a strong mechanistic rationale for clinical translation. Future trials should validate this approach by monitoring key biomarkers—including liver enzymes) pyroptosis-driven cytokines, and metabolic indices such as HOMA-AD, with the ultimate goal of improving clinical outcomes like reduced liver failure incidence and enhanced survival in sepsis patients.

## 5 Conclusion

In our study, we discovered that SFN exerts an anti-pyroptotic property in ameliorating LPS-induced ALI, and that it is correlated with the activation of the Nrf2/HO-1 signaling pathway. In summary, the present study investigated the role and mechanism of SFN in the regulation of hepatocyte pyroptosis in septic ALI. SFN showed robust effects on reducing hepatocyte pyroptosis, hepatic inflammation, and liver injury. Furthermore, SFN restored Nrf2 expression and upregulated HO-1 expression, suggesting that SNF ameliorates septic liver injury by inhibiting hepatocyte pyroptosis via the Nrf2-HO-1 signaling pathway. Overall, SFN blunted the pathogenesis of LPS-induced ALI, implying that it is a potential natural product for the prevention and treatment of ALI.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE305948.

How the deposited data were processed for this re-analysis (not part of the article)

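Bulk RNA sequencing of liver was analysed for 4 control mice and 3 mice treated with LPS at 10 mg/kg and killed after 24 h. The files hold no mice treated with sulforaphane, and the RT-qPCR, Western blot, ELISA and histology measurements of the paper were not analysed here. The authors deposited raw counts: whole numbers of reads per gene for 56691 genes in 7 samples, not normalized. The paper states that reads were processed with Cutadapt (v1.9.1) and HISAT2 (v2.2.1) with default parameters, that FPKM values came from Cufflinks, that differential expression was tested with DESeq2 (version 1.48.1) and that gene set enrichment was done with clusterProfiler (version 4.14.6). The genome build, the annotation, the counting program and the treatment of reads that fit several genes are not named in the paper's text. Of the gene identifiers, 52073 are in GENCODE M21 and 4618 are not, so no coordinates are given, and gene names are those the authors deposited beside the identifiers.

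Computation was done in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, counts were scaled by TMM, and LPS was compared with control by the quasi-likelihood test with condition as the only term and Benjamini-Hochberg adjustment over the 13683 genes tested. A gene was called at an adjusted p-value below 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. CPM values are counts relative to the TMM-scaled library size, given as mean ± SD over mice. Total counts per sample were between 14991022 and 20500391, with a median of 17821331 in LPS-treated mice. A fold against a group whose samples all had 3 counts or fewer was computed with 3 counts in each of them and is given as a lower bound. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

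Gene lists were scored with fgsea 1.28.0 on genes ranked by log2 fold change, with a fixed seed. The 7 lists for the paper's pathways and the lists used only in the closing observations were written by hand, except that the Cyp list is every tested gene whose symbol starts with Cyp and a digit. These lists, the rule for the Cyp list, the rules for the genes named in the text and the processing alternatives were set before the data were examined. The list of Nrf2 targets without Hmox1 was made from the list of Nrf2 targets after single genes had been seen. The members are not the KEGG or Gene Ontology sets, so the size of an enrichment score is not compared with the paper's, and only the order of the TNF and NF-kappa B scores is. The genes named are those the paper names, a fixed set of inflammasome, pore and antioxidant genes, genes that check the labels, the 5 largest rises and 5 largest falls with a mean of at least 10 CPM and no overlap between groups, and in each list the 3 called genes with the smallest p and the 3 lowest called genes. The mean log2 CPM of each list was compared between groups with an exact permutation test over the 35 splits of the 7 samples, whose smallest p is 0.0286.

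The alternatives were DESeq2 1.42.0, RLE factors, total counts without scaling factors, no filter, at least 10 counts in every sample, genes over 1% of the counts left out of the library size, an adjusted p below 0.01, no fold change threshold, the replicate number as a block, and leaving out each mouse in turn. The numbers 1 to 3 that the groups share come from the sample labels, and the mice of a number are different animals. For the lists, the alternatives were a ranking by the signed square root of F, CAMERA of limma 3.58.1 with the correlation estimated from the data, members found in no other list, and the nearest mouse Reactome set in fgsea. After the data were seen, a fit with LPS replicates 2 and 3 summed into 1 sample was added.

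The scripts' methods were tested on simulated data with the real genes, mean counts and library sizes. Of 197 simulated changed genes among the 13358 tested, 90.4% had an adjusted p below 0.05, and 5.82% of the genes below it were unchanged. No fold change threshold was used there, and all planted changes had the same size. The raised genes had a median log2 fold change of 1.93. These rates therefore do not describe the calls made with both thresholds. A planted list, drawn only from the raised genes, was recovered with a normalized enrichment score of 2.97, and a list of unchanged genes scored -1.01.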

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

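The tests of hepatocyte, macrophage and neutrophil content, of haemoglobin and of the similarity of LPS replicates, here and in the other observations, the list of Nrf2 targets without Hmox1 and the count of splits by their number of LPS-treated mice were chosen only after the results were seen.

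Genes encoding cytochrome P450 enzymes, on which the paper does not report, fell as a group. All 72 tested genes whose symbol starts with Cyp and a digit had a normalized enrichment score of -2.08 (adjusted p = 1.03e-05, gene permutation in fgsea), 35 of them were lower and 9 higher past both thresholds, and their mean log2 CPM was lower in 3 of 3 LPS-treated mice than in every control mouse, at 4.24 ± 0.16 (SD, n = 3) against 5.37 ± 0.04 (SD, n = 4; exact permutation p = 0.0286). The list's median log2 fold change lay at percentile 0 of 10000 random lists matched on expression, GC content and transcript length, so these properties do not account for it. Reads shared between paralogs were weighed with the summed CPM of all Cyp genes, which does not depend on how reads are divided among them: it was 12669.1 ± 582.4 (SD, n = 3) in LPS-treated mice and 25550.2 ± 3188.1 (SD, n = 4) in control mice (exact permutation p = 0.0286). Loss of hepatocyte RNA was weighed by subtracting the mean log2 CPM of hepatocyte marker genes. The difference between the groups went from -1.13 to -0.48, or 42.4% of it, and to -0.77, or 68.2% of it, when the 3 Cyp genes among the markers were left out of them. What was left still separated the groups in both cases (exact permutation p = 0.0286, the smallest possible before and after). The subtraction cannot separate loss of hepatocyte RNA from regulation of the markers by LPS. Of the 22 markers tested, 10 had a positive log2 fold change, and 2 were higher and 7 lower past both thresholds. CAMERA gave the markers an adjusted p of 0.302, and fgsea a score of -1.53 (adjusted p = 0.0505, gene permutation). Their mean log2 CPM was lower in every LPS-treated mouse than in every control mouse (exact permutation p = 0.0286). It was 9.82 ± 0.05 (SD, n = 3) against 10.47 ± 0.13 (SD, n = 4). CAMERA of limma gave the Cyp list an adjusted p of 0.0137. Of the 8 splits of the samples that part the same-numbered mice as the real one does, 2 gave an enrichment score as large in size, the real one included, and 2 of all 35 splits did. The other one keeps 2 of the LPS-treated mice together, and 0 of the 18 splits with 1 LPS-treated mouse in the group of 3 gave such a score. A share of 8 splits cannot be under 0.05 at any size of effect, so by this count alone the fall cannot be told apart from a difference between these mice, and the count is no evidence against the fall either. A regulated fall of these genes in response to LPS stays a hypothesis. The rule for the Cyp list was set before the data were examined, but the test of hepatocyte content was chosen afterwards. That test cannot separate such a fall from loss of hepatocyte RNA.

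Target genes of Nrf2 other than Hmox1 also fell. The hand-written list of Nrf2 targets, with 31 genes tested, had a normalized enrichment score of -1.86 (adjusted p = 0.00252, gene permutation in fgsea). Hmox1 was left out after it was seen to rise while other members fell, so the test of the rest is not independent of that choice. The rest, with 30 genes tested, had a normalized enrichment score of -2.02 (adjusted p = 1.89e-04, gene permutation in fgsea), with 12 genes lower and 0 higher past both thresholds and 24 negative log2 fold changes. Its mean log2 CPM was 5.37 ± 0.17 (SD, n = 3) in LPS-treated mice and 6.60 ± 0.04 (SD, n = 4) in control mice, lower in 3 of 3 (exact permutation p = 0.0286). Of the Nrf2 pathway the paper measured Nrf2 and HO-1, as protein and mRNA, and it reports SOD activity, but not the mRNA of these targets. The median log2 fold change lay at percentile 0 of the matched random lists. Without the 8 glutathione S-transferase genes, which have close paralogs, the score was -1.54 (p = 0.0377, gene permutation), so reads shared within that family do not account for all of the fall, although much of it lies there: 5 of these 8 genes were lower past both thresholds. After subtraction of the hepatocyte marker score the difference went from -1.22 to -0.57, or 46.9% of it, and to -0.86, or 70.7% of it, without the 3 Cyp genes among the markers. The groups were still apart in both cases (exact permutation p = 0.0286, the smallest possible before and after), and the same limit of the markers applies. CAMERA gave the Nrf2 targets without Hmox1 an adjusted p of 0.0137. An enrichment score as large in size came from 2 of the 8 comparable splits, 7 of all 35, and 0 of the 18 with 1 LPS-treated mouse in the group of 3. The count over 8 splits could not have told the fall apart from a difference between these mice at any size of effect. Hmox1 rose while these genes fell, and Nfe2l2, which encodes Nrf2, fell by 0.41 on the log2 scale (adjusted p = 0.0420 from edgeR's quasi-likelihood test). The paper reports reduced hepatic Nrf2 in LPS-treated mice. These values do not decide between lower Nrf2 activity and a wider fall of hepatocyte genes.

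Genes marking neutrophils rose. The list, with 16 genes tested, had a normalized enrichment score of 2.23 (adjusted p = 8.31e-09, gene permutation in fgsea) and a mean log2 CPM of 3.92 ± 0.18 (SD, n = 3) against -0.97 ± 0.26 (SD, n = 4), higher in 3 of 3 LPS-treated mice (exact permutation p = 0.0286). Without Lcn2, which hepatocytes can also express in the acute phase, the score was 2.17, and the median lay at percentile 100 of the matched random lists. CAMERA gave an adjusted p of 0.0135. A score as large in size came from 4 of the 8 comparable splits, 12 of all 35, and 1 of the 18 with 1 LPS-treated mouse in the group of 3. The count over 8 splits could not have told the rise apart from a difference between these mice at any size of effect, and the rise of 4.89 in mean log2 CPM does not rest on it. Ly6g, the marker the paper stained, had 0 counts in all control mice and 7, 0 and 1 counts in LPS replicates 1, 2 and 3, so its own change was not detectable at this depth. Infiltrating neutrophils are a candidate source of these transcripts, which the percentile of 100 and the score of 2.17 leave open but do not show.

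Among 63 results, 6 had 1 control mouse far from the other control mice, where 3.15 would be found by chance. The gap to the nearest mouse, divided by the range, was 1 for Tnf and 1 for Il10, where the far mouse had 3 and 1 counts and the others had 0, and 0.842 for Reg3g, where control replicate 1 had 0 counts and the others 2 or 3. These 3 are differences of a few counts at the detection limit. It was 0.936 for Gzmb, with 0.794 CPM (13 counts) in control replicate 3 against 0.283 to 0.316 CPM. For Il18 it was 0.831, with 20.9 CPM in control replicate 2 against 14.6 to 15.6 CPM, and for a list of ferroptosis genes 0.831, with a mean log2 CPM of 6.09 in control replicate 3 against 5.83 to 5.87. The far mouse was not the same one in these results, and no biological explanation was tested.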

How the results depend on the processing

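The fit with LPS replicates 2 and 3 summed and the count of splits by their number of LPS-treated mice were chosen only after the results were seen, and all other alternatives here were fixed earlier.

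Across the scaling, filter, test and block alternatives and the 7 fits that each left out 1 mouse, the number of genes higher in LPS-treated mice stayed within 1.5 times the 1068 reported, except that 693 genes were higher when at least 10 counts were required in every sample, and 1825 were higher without the fold change threshold. The number of lower genes, 1000 as reported, was 1773 without that threshold and stayed within 1.5 times otherwise. Leaving out 1 mouse gave from 945 to 1055 higher and from 792 to 1059 lower genes. Total counts without scaling factors moved the median log2 fold change of all genes from -0.01 to -0.13 and the calls to 926 higher and 1177 lower. No gene called in one direction was called in the other under any of these settings, 0 in each. The causes of these changes were not tested.

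The replicate number as a block gave 995 higher and 926 lower genes, and normalized enrichment scores of 2.11, 2.24, 2.09, 1.94, 1.67, 2.14 and 1.81 for the TNF, NF-kappa B, Toll-like receptor, NOD-like receptor, pyroptosis, IL-1 production and IL-18 production lists. Samples with the same number deviated from their group means with a mean correlation across genes of 0.06, against -0.02 for other pairs, so the numbers do not pair the mice.

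The enrichment of the 7 lists depended on how the correlation between genes was treated and on the members chosen. With CAMERA, the adjusted p was 0.0506 for the TNF, NF-kappa B, Toll-like receptor and NOD-like receptor lists, 0.130 for pyroptosis, 0.1005 for IL-1 production and 0.0854 for IL-18 production, all above 0.05. The nearest Reactome sets were TNF signaling with 9 genes tested, TRAF6-mediated NF-kappa B activation with 16 and Inflammasomes with 16. Inflammasomes stood for the pyroptosis and both interleukin lists. In that order the scores of these sets were 1.61, 1.41 and 1.503, with adjusted p from 0.0552 to 0.0977 (gene permutation). The Toll-like receptor and NOD-like receptor sets, with 100 and 41 genes tested, kept an adjusted p below 0.05. With only members found in no other list, the Toll-like receptor score was 1.54 and the NOD-like receptor score 1.33, with adjusted p of 0.0522 and 0.0805 (gene permutation), while TNF at 1.73, NF-kappa B at 1.87, pyroptosis at 1.62 and IL-1 production at 1.67 stayed below 0.05, with adjusted p of 0.0115, 0.00282, 0.0348 and 0.0132 (gene permutation), and the IL-18 production list could not be run. With at least 10 counts in every sample, the IL-18 production score was 1.29. No score changed sign, and the ranking by the signed square root of F and the fits without 1 mouse kept all 7 below 0.05. For pyroptosis these fits gave from 1.48 to 1.92. The causes of these changes were not tested.

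Summing LPS replicates 2 and 3 into 1 sample, chosen after the data were seen, gave 980 higher and 820 lower genes, of which 940 and 795 were called above, and kept the 7 lists below 0.05 in fgsea. The mean log2 CPM of each list then had an exact permutation p of 0.0667, the smallest that 4 samples against 2 allow. Among the 40 single genes whose log2 fold change or lower bound is printed, 40 kept the sign in every setting run for them, whereas Keap1, Casp8, Aim2, Mlkl and Sod3, which were also set to be examined, changed sign in at least 1 fit without 1 mouse. For the 40 genes, 11 calls were lost and 4 gained outside the fits without 1 mouse, and 27 were lost and 2 gained in those fits. Of the 10 other lists, 11 results passed the threshold under an alternative only. The folds of Cxcl9 and Nfe2l2 moved by more than 1 SD when counts were set relative to Actb, to 26.9 and 0.623.

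For the 1068 higher and the 1000 lower genes, 1 of the 8 splits of the samples that part the 3 same-numbered pairs as the real one does gave as many, the real one, and 1 of all 35 splits did. The other splits gave at most 2 higher and 3 lower genes, and the other 7 comparable splits gave 0 of each, where unadjusted p-values below 0.05 numbered from 79 to 2709. With 8 comparable splits the share cannot fall under 0.05. For the enrichment scores, the comparable splits with a score as large in size numbered 2 for the TNF, NF-kappa B and Toll-like receptor lists, 3 for NOD-like receptor, 6 for pyroptosis, 4 for IL-1 production and 3 for IL-18 production. Several of these splits keep much of the LPS contrast, so they are not a comparison without LPS. Of the 18 splits with 1 LPS-treated mouse in the group of 3, a count chosen after the results were seen, as large a score came from 0 for TNF, 1 for NF-kappa B, 0 for Toll-like receptor, 0 for NOD-like receptor, 9 for pyroptosis, 2 for IL-1 production and 5 for IL-18 production. Genes with low counts limit the depth: Il6 had 0, 7, 0 and 0 counts in control mice and 11, 9 and 10 in LPS-treated mice, and was not tested.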

Differences from the paper's values

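Only the summing of LPS replicates 2 and 3 was chosen after the results were seen. The paper's RT-qPCR used 6 mice per group, relative to beta-actin, and its values were read by eye from the figures, with SEM errors. The values here are ratios of the CPM of 3 LPS-treated mice to the mean of 4 control mice. The alternatives set before the data were examined were counts relative to Actb and DESeq2 size factors.

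For Cxcl9 the paper's value is about 88 in Fig. 3D, read by eye, and the fold here was 32.4 ± 1.7 (SD, n = 3). For Casp1 the paper's value is about 8.8 in Fig. 4B, and the fold here was 1.87 ± 0.75. For Il1b the paper's value is about 1.9 in Fig. 4C, and the fold here was 9.27 ± 2.53. For Hmox1 the paper's value is about 1.5 in Fig. 5E, and the fold here was 10.9 ± 4.2. None of the alternatives closed these gaps. Il6, Ccl2, Tnf and Nlrp3 rose in both and were not counted as different. The paper's values, read by eye from Figs. 3E, 3F, 3G and 4A, are about 3.9, 16, 8.7 and 1.8. Here the folds were 5.16 ± 0.53, 45.5 ± 30.6, at least 11.3, and 3.55 ± 2.27 (SD, n = 3). Il6 had at most 11 counts in any mouse.

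For Il18 the paper's value is about 2.7 in Fig. 4D, a rise, and the fold here was 0.600 ± 0.269, a fall. Relative to Actb it was 0.485 and with DESeq2 size factors 0.602, so neither closed the gap. For Nfe2l2 the paper's value is about 0.42 in Fig. 5D, and the fold here was 0.753 ± 0.037. Relative to Actb it was 0.623, which is within 1.5 times the paper's value, while DESeq2 size factors gave 0.757.

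The paper draws the TNF pathway with a larger enrichment score than the NF-kappa B pathway in Fig. 1C. With the hand-written lists the order was the opposite, 2.13 for TNF and 2.25 for NF-kappa B, and it was the opposite of the paper's also with the ranking by the signed square root of F, at 2.17 and 2.31, with only members found in no other list, at 1.73 and 1.87, with the replicate block, at 2.11 and 2.24, and in 6 of the 7 fits that each left out 1 mouse. Without LPS replicate 3 it was the paper's, at 2.19 and 2.18, with at least 10 counts in every sample it was the paper's, at 2.09 and 2.03, with the nearest Reactome sets it was the paper's, at 1.61 and 1.41, and with LPS replicates 2 and 3 summed, chosen after the values were seen, at 2.26 and 2.25. The paper names the pathways as activated. All 4 passed 0.05 here with fgsea and none did with CAMERA, at an adjusted p of 0.0506.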

Other observations

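The tests of replicate similarity, blood, macrophage and neutrophil content below were chosen only after the results were seen, while the matched random lists were fixed before their results were computed.

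LPS replicates 2 and 3 differed less than other replicate pairs of the same group. Their variance relative to binomial counting noise was flat with the count, at 3.78 for genes with 20 to 200 counts and 4.02 for genes with 2000 to 10000 counts, a ratio of 1.06, whereas in the other 8 pairs the ratio was between 3.05 and 15.5. In simulated data the ratio was 9.58 for 2 animals and 1.15 for 2 libraries that differed by counting noise alone. The simulation with 1.15 held no noise of library preparation. It therefore cannot separate 1 RNA sample made into 2 libraries from the same library counted again. A variance of 3.78 times the counting noise speaks against the same library deposited as 2 samples. A response to LPS that was saturated in both mice would leave unresponsive genes as variable as elsewhere, but over those genes the SD of the log2 ratio was 0.10 in this pair and 0.22 to 0.48 in the others. The ratio of 1.06 leaves 1 RNA sample made into 2 libraries as a hypothesis, which no simulation here tested. If it held, the LPS group would have 2 animals and the p-values would be too small. The fit with both samples summed shows what changes then.

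The macrophage marker score was 4.45 in LPS replicate 1 and 3.01 in both LPS replicates 2 and 3, against 2.72 to 3.16 in control mice, and the list as a whole did not separate the groups (exact permutation p = 0.229). Adgre1, which encodes F4/80, had a log2 fold change of 1.62 (adjusted p = 0.00223 from edgeR's quasi-likelihood test) and was higher in 3 of 3 LPS-treated mice. More blood left in the tissue was weighed as an explanation: haemoglobin genes had 119 CPM (without TMM scaling) in LPS replicate 1, within the 112 to 227 of control mice, and at most 24.2 in LPS replicates 2 and 3, so control mice with as much haemoglobin RNA had lower macrophage scores. Among the LPS-treated mice, however, haemoglobin was highest in replicate 1 as well, so blood left in the tissue of LPS-treated mice is not ruled out as a source of the higher score.

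The pyroptosis list was weighed against macrophage content. With the macrophage marker score subtracted, 25.8% of the difference between the groups was left and the list's score no longer separated them (exact permutation p = 0.514): LPS replicate 1 was at -0.58, LPS replicates 2 and 3 were at 0.36 and 0.21, and control mice were between -0.36 and 0.08. RNA from macrophages may thus account for the rise in LPS replicate 1, but in LPS replicates 2 and 3, whose macrophage scores lay within the range of control mice, the pyroptosis scores of 3.37 and 3.22 were still above the highest control score of 2.88. Adgre1, however, had 8.63 and 10.1 CPM in LPS replicates 2 and 3, against at most 4.92 CPM in control mice. More macrophage RNA is thus not ruled out there as a source of the pyroptosis genes. Neutrophil marker scores differed by 4.89 between the groups, so RNA from infiltrating neutrophils could also carry these genes, and bulk liver RNA cannot tell it apart from a rise in hepatocytes. GC content, transcript length and expression do not account for the lists: the medians of the TNF, Toll-like receptor and pyroptosis lists lay at percentiles 99.98, 99.98 and 99.96 of the matched random lists, and those of the NF-kappa B, NOD-like receptor, IL-1 production and IL-18 production lists at 100.

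Lists of other forms of cell death were also scored. The necroptosis list had a normalized enrichment score of 1.59 and the ferroptosis list of 1.62, each with an adjusted p of 0.0505, and the apoptosis list of 1.43 with 0.0847 (gene permutation over the 10 lists), so none of these passed 0.05, although necroptosis did with an adjusted p of 0.00929 and 0.0263 under the ranking by F and the filter of 10 counts, over a range of 0.00929 to 0.0704 across its alternatives. In mean log2 CPM, the necroptosis list was 4.22 ± 0.13 (SD, n = 3) against 3.62 ± 0.07 (SD, n = 4), the ferroptosis list 6.58 ± 0.06 against 5.91 ± 0.12 and the apoptosis list 3.88 ± 0.06 against 3.53 ± 0.04. Each was higher in 3 of 3 LPS-treated mice than in every control mouse (exact permutation p = 0.0286). Ripk3 had a log2 fold change of 2.13 (adjusted p = 0.0168 from edgeR). The difference in mean log2 CPM was 0.73 for the pyroptosis list, 0.60 for necroptosis, 0.67 for ferroptosis, where 7 of 14 genes had a positive log2 fold change, and 0.35 for apoptosis. These differences were not tested against each other.

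For the genes of the Nrf2 pathway, Hmox1 had a log2 fold change of 3.45 (adjusted p = 5.15e-07 from edgeR) and Nfe2l2 of -0.41 (adjusted p = 0.0420 from edgeR), whose adjusted p was below 0.05 in 1 of the 7 fits that each left out 1 mouse. Among antioxidant enzymes, Sod1 and Cat were lower, at -1.07 and -1.23 (adjusted p = 0.00335 and 1.15e-04 from edgeR), and Sod2 was higher, at 0.63 (adjusted p = 0.0118 from edgeR). Gclm was lower, at -0.68 (adjusted p = 0.00794 from edgeR), and Nqo1 had -1.15 (adjusted p = 0.0589 from edgeR). For Nqo1 the adjusted p was 0.0370 with DESeq2, and with edgeR it was below 0.05 in 1 of the 7 fits without 1 mouse. With LPS replicates 2 and 3 summed into 1 sample, the adjusted p was 0.0568 for Gclm, 0.0728 for Sod2 and 0.126 for Nfe2l2, all above 0.05. For the chemokine genes, Cxcl9 had a log2 fold change of 5.02 and Ccl2 of 5.47 (adjusted p = 4.91e-09 and 4.24e-06 from edgeR).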
